A study of Arabidopsis thaliana with 18 samples. Its data were reported in "Stem-cell-ubiquitous genes spatiotemporally coordinate division through regulation of stem-cell-specific gene networks" (2019).

How the data were processed

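RNA was measured in 18 samples of 5-day-old Arabidopsis thaliana seedlings in 6 groups of 3 replicates. Whole root tips came from wild type (WT) and from the tcx2 mutant, which carries an insertion in TCX2 (AT4G14770), a CXC-domain transcription factor. The other 4 groups were GFP-positive cells sorted by flow cytometry from protoplasted tcx2 roots that carried a reporter: CYCD6:GFP (cortex-endodermis initial), FEZ:FEZ-GFP (initials of the epidermis and lateral root cap), TMO5:3xGFP (xylem) or WOX5:GFP (quiescent center, QC). For root tips the paper names its knockout tcx2 allele. For the reporter groups it names a knockdown or a knockout allele, without saying which group carried which. The allele may therefore differ between the populations compared. Groups were taken from the sample labels.

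The authors aligned single-end reads with Bowtie and quantified genes with the Tuxedo tools, and also named Rsubread; tool versions and the genome build were not stated. The deposited root tip table gave FPKM (fragments scaled to transcript length and to mapped reads) as 1 value per genotype, so the 3 replicates of each genotype could not be examined separately. Beside each FPKM value the authors gave the lower and upper bounds of an interval in FPKM, whose confidence level was not stated. The deposited table of sorted cells gave FPKM for each of the 12 libraries and included ribosomal RNA, mitochondrial and chloroplast genes. The root tip and sorted cell libraries were made with different kits and tabulated separately, so their levels were not tested against each other. Neither table held read counts or library totals. Whole fragments could not be recovered from the sorted cell values, so their depth is unknown. In the root tip table, a common step was sought in the interval bounds of low genes, and the depth it implies was computed from annotated transcript lengths, on the assumption that 1 step is 1 fragment. No counting error or detection limit is given for either table. Gene positions are those of the authors' root tip table. Of 32155 positions compared with the TAIR10.1 annotation, 100.0% overlapped the gene of the same name on the same chromosome, and 38.95% had the same start. Annotated products, gene length and GC content were taken from TAIR10.1.

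Sorted cell values were analyzed in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. Genes with FPKM of at least 1 in at least 3 libraries were kept (9979 of 33560), and log2(FPKM + 1) was fitted with a group mean model and an intensity trend in the variance prior. This scale understates the fold changes of low genes. An overall moderated F-test compared the 4 populations, and each population was contrasted with the mean of the other 3. All tests were two-sided and adjusted by the Benjamini-Hochberg method over the tested genes. A gene was called different in the overall test at an adjusted p under 0.05, and enriched or lower in a population at an adjusted p under 0.05 with a fold change over 2. Gene sets were tested with camera at a preset inter-gene correlation of 0.01, and with fry and camera at an estimated correlation as alternatives, over 8 tests. The genes whose promoters drive the reporters, and TCX2, did not pass the filter and were compared with exact two-sided permutation tests over the 220 choices of 3 libraries from 12, with Benjamini-Hochberg adjustment over 20 tests.

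The comparison of root tips was planned as a limma fit of 3 against 3 libraries with camera and fry for gene sets. It could not be run, because the table held no replicate values. After the table was seen, a gene was instead called different when its FPKM was at least 1 in at least 1 genotype and the authors' intervals for WT and tcx2 did not overlap, and 3 further definitions were added as alternatives. Gene lists were compared by their median log2 ratio of FPKM + 1 with 10000 random lists of the same size, drawn from 20 bins of mean expression. The percentile of a list is the percent of random lists with a lower median. It describes how a list stands among genes, and genes are not independent replicates. This part was run in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

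The groups, comparisons, thresholds and most alternatives were chosen before the data were examined, as were the lists of 91 direct targets that the study had predicted for TCX2, 35 cyclin and CDK genes, 7 further CXC-domain genes, 4 reporter genes, and markers of root hairs (6), differentiated endodermis (6), differentiated xylem (5) and root cap (3). Chosen after the data were seen were lists of xylem and stele genes (14), QC and stem cell niche genes (13), suberin genes (11), evening clock genes (8) and nuclear ribosomal protein genes, the last taken from annotated product names. Genes named in the text were TCX2, the reporter genes, CYCB1;1, the CXC-domain family, list members that were called, and, in each sorted population, up to 3 enriched genes with the largest log2 difference whose 3 values all lay above the 9 others. For root tips the rule for names had relied on replicates and was changed after the table was seen to the 10 largest absolute log2 ratios among genes with separate intervals whose FPKM values both lay within their own interval. Any other gene named was chosen after its values were seen.

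Alternatives were pseudocounts of 0.1 and 5, no filter, a mean FPKM of at least 5, median centring, quantile normalization, no trend in the variance prior, array weights, other thresholds, replicate number as a block, and leaving out each of the 12 sorted libraries in turn. A correction of each library for GC content and gene length, and array weights for the gene sets, were added after the data were seen. For root tips, quantile normalization carried the interval bounds by the same map as the FPKM values, a choice made after the data were seen. The replicate numbers did not pair the sorted libraries: of 18 correlations between residuals of libraries with the same number, from -0.186 to 0.174, 2 were over 0.1. No paired analysis was possible in root tips, because there was 1 value per genotype. The procedure was tested on simulated data made from the sorted libraries. With 50 genes changed at each size, 4% were recovered at a log2 change of 1, 60% at 2, 96% at 3 and 92% at 4, and 5 of 131 calls were false. At a log2 change of 1 the fold threshold itself limits recovery. The simulated noise was normal and equal across libraries, and changed genes had a mean log2(FPKM + 1) over 2. These rates therefore need not hold for low genes or for libraries of unequal quality. The list comparison was tested separately on simulated data made from the root tip table, where a shifted list reached percentile 100.0 and an unshifted list 24.8.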

Results

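Gene expression was measured by RNA sequencing in root tips of WT and tcx2 seedlings and in GFP-positive cells sorted from tcx2 roots with 4 reporters, with 3 replicates in each of the 6 groups. The root tip table held 33201 entries, of which 333 carried several merged gene names, and its FPKM values summed to 824233 in WT and 854210 in tcx2. There was 1 value per genotype, so no root tip value has a replicate error, and the authors' interval is given in its place. In the sorted libraries, FPKM sums ranged from 551518 to 862385, and 14878 to 22170 of the 33560 listed genes were above 0. A pair of ribosomal RNA genes, AT2G01020 and AT3G41979, took 78.1% to 85.9% of the FPKM sum of each library, mitochondrial genes 4.05% to 10.2% and chloroplast genes 0.501% to 1.34%. Both ribosomal RNA genes are annotated at 164 bases. FPKM divides by length, so short genes weigh more in these sums, which are not shares of reads. The remaining genes shared an FPKM sum of 40428 to 89046. Sequencing depth is unknown for the sorted libraries and for single root tip libraries. In the root tip table, the interval bounds of 63.2% of 3744 low genes were whole multiples of a step (0.0% after shuffling), and if 1 step is 1 fragment, the median depth they imply on the authors' scale is 7386655 fragments (quartiles 6529169 and 7894690).

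The comparison of tcx2 with WT root tips asked which genes change when TCX2 is disrupted. TCX2 (AT4G14770, chromosome 4, 8481370 to 8484825) had an FPKM of 1.29 in WT (interval 0.715 to 1.81) and 0.303 in tcx2 (0.055 to 0.55), which were 23.4 and 5.5 of these steps. The transcript was 4.25-fold lower in tcx2, with 23.5% of the WT value remaining. The paper profiled root tips of the allele that it calls a knockout. Where in the gene the remaining signal lies is not known. On the log2(FPKM + 1) scale TCX2 fell by 0.81, and the pseudocount moved this value most, to -1.78 at a pseudocount of 0.1 and to -0.25 at 5. Across 17465 genes with FPKM of at least 1 in at least 1 genotype, the median log2 ratio was 0.00, and 95% of genes lay between -0.50 and 0.38. The intervals of WT and tcx2 did not overlap for 63 genes, of which 7 were higher and 56 (88.9%) lower in tcx2. For 4 of the 63, an FPKM value lay outside its own interval, as it did for 437 of all tested genes. Disregarding the intervals, 457 genes differed by more than 1.5-fold, 138 higher and 319 lower. This fold count moved most with the pseudocount, to 848 at 0.1 (264 higher, 584 lower) and to 119 at 5 (43 higher, 76 lower). With no replicate values, neither count has an error rate.

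The 10 named genes with separate intervals and the largest ratios were 9 lower genes and 1 higher gene. The higher gene was AT1G12760 (chromosome 1, 4348498 to 4350867), annotated as a RING zinc finger protein, with an FPKM of 11.98 in WT (8.11 to 15.9) and 51.6 in tcx2 (36.6 to 68.3), a log2 ratio of 2.02. AT5G33355 (chromosome 5, 12599253 to 12599671), a defensin-like gene, had an FPKM of 4.23 in WT (0.388 to 5.43) and was listed at 0 in tcx2 (0 to 0). An interval without width at 0 is separate from any WT interval above 0, so this call was automatic. AT4G33610 (chromosome 4, 16146261 to 16146993), a glycine-rich protein gene, had an FPKM of 18.5 in WT (12.6 to 24.3) and 3.03 in tcx2 (1.63 to 4.41), a log2 ratio of -2.27. HEI10 (AT1G53490, chromosome 1, 19963047 to 19969757), whose span overlaps 2 other listed genes, had an FPKM of 10.4 in WT (4.94 to 15.9) and 1.51 in tcx2 (0 to 3.24), a log2 ratio of -2.19. PELPK1 (AT5G09530, chromosome 5, 2959734 to 2961271) went from 11.6 FPKM (8.02 to 14.9) to 1.89 (1.09 to 2.72), and its neighbor PELPK2 (AT5G09520, chromosome 5, 2958292 to 2958856) from 6.20 (2.33 to 8.48) to 1.03 (0 to 1.91). The same annotated product, a hydroxyproline-rich glycoprotein, is given for both, and how reads matching both were assigned is not known. The nitrate transporter gene NRT1.5 (AT1G32450, chromosome 1, 11715150 to 11719970) went from 9.85 FPKM (7.04 to 12.7) to 1.91 (1.2 to 2.67), a log2 ratio of -1.90. The other 3 were AT1G74460 (chromosome 1, 27987961 to 27989801), AT1G55990 (chromosome 1, 20942487 to 20942951) and AT3G26460 (chromosome 3, 9683873 to 9684657), with log2 ratios of -2.04, -1.94 and -1.74.

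**Figure D1:**
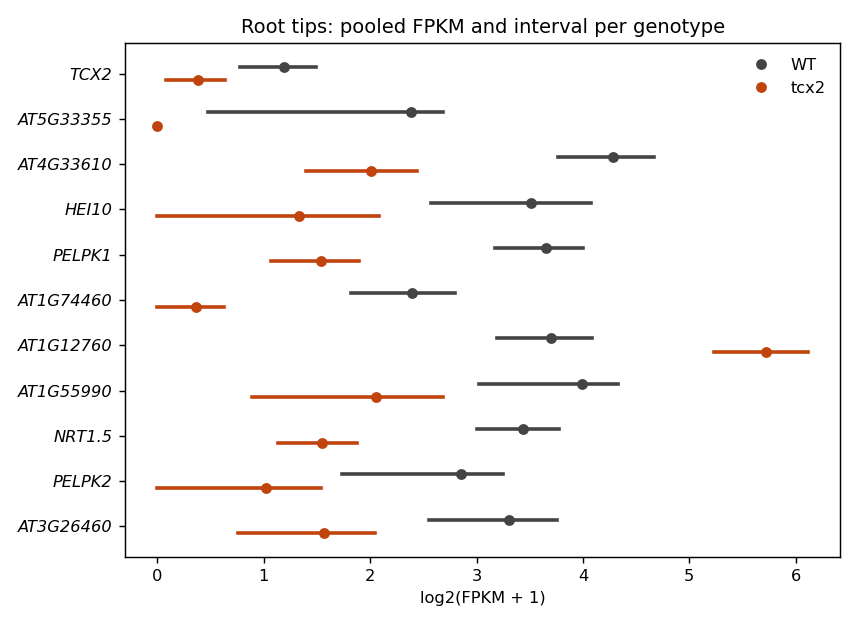
Pooled FPKM (points) and the authors' interval (lines) on a log2(FPKM + 1) axis for TCX2 and the 10 named genes in WT and tcx2 root tips. AT1G12760 alone among them was higher in tcx2, at 51.6 FPKM against 11.98 in WT.

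The cyclin gene CYCB1;1 (AT4G37490), a marker of dividing cells, had an FPKM of 4.35 in WT (2.98 to 5.66) and 4.42 in tcx2 (2.98 to 5.81). None of the 7 other CXC-domain genes had separate intervals, and their log2 ratios lay between -0.11 for TCX6 and 0.26 for TCX7, with 0.10 for TSO1, 0.06 for TCX4, 0.06 for TCX5, -0.04 for TCX8 and -0.06 for SOL1. The intervals of the reporter genes overlapped as well. FPKM in WT and tcx2 was 0.612 and 0.0827 for WOX5, 0.425 and 0.486 for CYCD6;1, 0.765 and 0.385 for FEZ, and 2.62 and 2.11 for TMO5.

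Gene lists were then compared with expression-matched random lists. The 87 predicted TCX2 targets that passed the filter had a median log2 ratio of -0.10, below all 10000 random lists, 95% of which lay between -0.01 and 0.07. In this list 15 genes were higher in tcx2, and no gene had separate intervals. The median of the list was -0.13 after quantile normalization, its largest move. The 29 cyclin and CDK genes had a median of -0.08, at percentile 10.8, within the middle 95% of random lists. The 6 root hair genes were all higher in tcx2, with a median of 0.32 at percentile 99.98, although the intervals of each gene overlapped. Medians of the other lists chosen beforehand lay within the middle 95% of random lists, at percentile 93.3 for differentiated endodermis (0.13), 30.4 for differentiated xylem (-0.05), 35.1 for root cap (-0.01), 82.2 for the 4 CXC-domain genes that passed the filter (0.06) and 25.7 for the reporter genes, of which TMO5 alone passed (-0.22). Among lists chosen after the data were seen, xylem and stele genes stood at percentile 21.7 (-0.08) and QC and stem cell niche genes at 35.99 (-0.06). In all, 15 lists were compared.

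The sorted libraries were compared with each other, to ask which genes distinguish the 4 tcx2 populations. No sorted WT libraries were used here, so these comparisons do not measure the effect of the mutation. Pearson correlations of log2(FPKM + 1) across genes, which are not independent replicates, ranged from 0.567 to 0.860 over the 66 pairs of libraries. Their mean was 0.789 within CYCD6:GFP, 0.793 within FEZ:FEZ-GFP, 0.815 within TMO5:3xGFP and 0.819 within WOX5:GFP. Between CYCD6:GFP and WOX5:GFP libraries it was 0.798, so that the 3 CYCD6:GFP libraries were as close to WOX5:GFP libraries as to each other. The lowest mean between populations was 0.679, for TMO5:3xGFP and WOX5:GFP.

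Expression differed among the 4 populations for 427 of 9979 tested genes (limma F-test, Benjamini-Hochberg adjusted). This count moved most under array weights, to 3985, and it was 166 without TMO5:3xGFP replicate 2. Compared with the mean of the other 3 populations, 0 genes were enriched in CYCD6:GFP cells, 22 in FEZ:FEZ-GFP, 446 in TMO5:3xGFP and 35 in WOX5:GFP. At an unadjusted p under 0.05 with the same fold threshold, the counts were 69, 194, 853 and 288. All 3 values lay above the 9 others for 13, 239 and 31 of the enriched genes in FEZ:FEZ-GFP, TMO5:3xGFP and WOX5:GFP, where chance gives 0.455% of unselected genes. These genes had been selected as higher, so a larger share among them follows from the selection. Single libraries decided much of these counts. Enriched genes numbered 3 in FEZ:FEZ-GFP without its replicate 1 and 4 without its replicate 2, 69 in TMO5:3xGFP without its replicate 2 and 221 without its replicate 1, and 19, 16 and 13 in WOX5:GFP without its replicates 1, 2 and 3.

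Lower genes numbered 20 in CYCD6:GFP, 2 in FEZ:FEZ-GFP, 105 in TMO5:3xGFP and 45 in WOX5:GFP. The median difference of all genes was -0.10 in CYCD6:GFP, -0.03 in FEZ:FEZ-GFP, 0.14 in TMO5:3xGFP and -0.01 in WOX5:GFP. Relative to this shift, by median centring, 395 genes were higher and 288 lower in TMO5:3xGFP, and 371 of the 446 enriched genes stayed enriched. The share of called genes that were higher in TMO5:3xGFP was thus 80.9% on the deposited scale and 57.8% after centring. The counts of lower genes moved most with array weights, to 717 in CYCD6:GFP, 49 in FEZ:FEZ-GFP, 486 in TMO5:3xGFP and 119 in WOX5:GFP. Lower genes in CYCD6:GFP numbered 60 at a pseudocount of 0.1, 12 after centring, 0 without a filter, and from 0 without CYCD6:GFP replicate 2 to 47 without TMO5:3xGFP replicate 3. Those in TMO5:3xGFP numbered 26 without its replicate 1 and 6 without its replicate 2. Those in WOX5:GFP numbered 76 after centring, 5 without a filter, and 8, 9 and 14 without its replicates 1, 2 and 3, and those in FEZ:FEZ-GFP numbered 0 without its replicate 2 or without WOX5:GFP replicate 2.

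**Figure D2:**
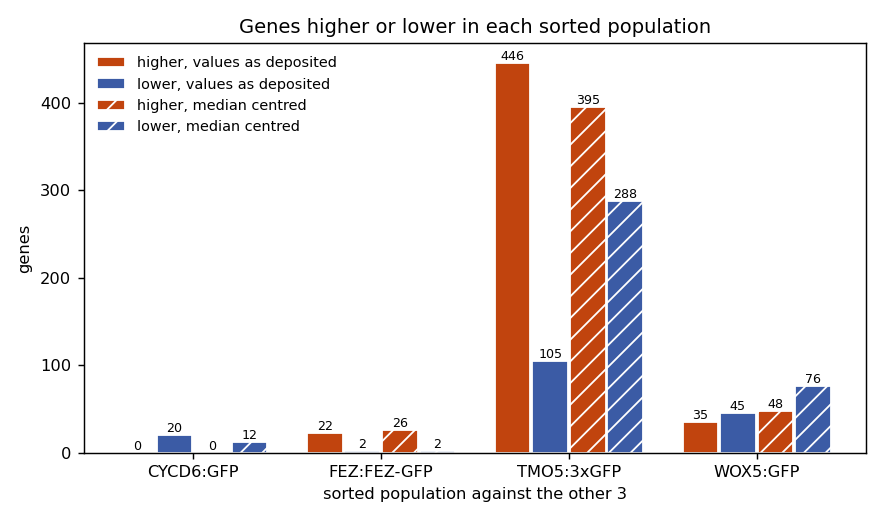
Number of genes higher (red) or lower (blue) in each sorted population than in the mean of the other 3, on the deposited scale (plain bars) and after median centring (hatched bars). TMO5:3xGFP had 446 higher and 105 lower genes on the deposited scale, and 395 and 288 after centring.

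Named genes were those with the largest differences among enriched genes with all 3 values above the 9 others, tested with limma. In FEZ:FEZ-GFP, the protein kinase gene AT4G35030 (chromosome 4, 16675528 to 16678206) had an FPKM of 14.1 ± 3.76 (SD, n = 3), against 0 to 3.67 in the other 9 libraries, with a log2 difference of 3.27 (SE 0.33, limma adjusted p 3.38e-05). The peroxidase gene AT2G43480 (chromosome 2, 18053002 to 18054387) and the terpenoid cyclase gene AT1G33750 (chromosome 1, 12233769 to 12236476) had log2 differences of 2.81 (limma adjusted p 0.000368) and 2.65 (adjusted p 0.01004). In TMO5:3xGFP, AT1G50060 (chromosome 1, 18551186 to 18552578), a CAP superfamily gene, had FPKM values of 102, 237 and 30.6, against 0 to 4.34 elsewhere, with a log2 difference of 5.41 (SE 0.54, limma adjusted p 2.33e-05). The peptide hormone gene RGF3 (AT2G04025, chromosome 2, 1276777 to 1277734) had FPKM values of 59.7, 84.4 and 22.7, against 0 to 12.97 elsewhere, with a log2 difference of 4.73 (SE 0.52, limma adjusted p 4.21e-05). AT5G54370 (chromosome 5, 22075283 to 22076777), annotated as a late embryogenesis abundant protein, had a log2 difference of 4.46 (limma adjusted p 0.000231). In WOX5:GFP, the TRAF-like gene AT5G26290 (chromosome 5, 9226079 to 9227873) had FPKM values of 17.3, 34.0 and 81.9, against 0 to 5.34 elsewhere, with a log2 difference of 4.11 (SE 0.51, limma adjusted p 0.000275). AT1G62480 (chromosome 1, 23128705 to 23129759) and the dirigent gene DIR6 (AT4G23690, chromosome 4, 12338871 to 12339747) had log2 differences of 3.29 (limma adjusted p 0.00483) and 3.26 (adjusted p 0.000134). The call was lost for AT2G43480 and AT1G33750 at a pseudocount of 0.1 (adjusted p 0.0874 and 0.0881), and for AT1G33750 and AT1G62480 without a filter (0.0882 and 0.0978).

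The genes whose promoters drive the reporters bear on the identity of the sorted cells. WOX5 (AT3G11260) was listed at 0 in all 3 WOX5:GFP libraries, and its values above 0 were 1.49 and 0.997 FPKM in TMO5:3xGFP replicates 1 and 2. TMO5 (AT3G25710) was at 0, 0.206 and 0 FPKM in the TMO5:3xGFP libraries and at 3.75, 0.391 and 0.782 in the WOX5:GFP libraries. FEZ (AT1G26870) was at 2.90, 0.949 and 0.347 FPKM in the FEZ:FEZ-GFP libraries, whose reporter itself carries FEZ coding sequence, and at 0.702, 0.917 and 0.408 in the TMO5:3xGFP libraries. CYCD6;1 (AT4G03270) was listed at 0 in all CYCD6:GFP libraries. Tested in its own population, FEZ differed by 0.86 on the log2 scale (exact permutation p 0.0273, Benjamini-Hochberg adjusted 0.273), WOX5 by -0.26 (exact p 0.795, adjusted 0.795), CYCD6;1 by -0.08 (exact p 0.632, adjusted 0.790) and TMO5 by -0.39 (exact p 0.455, adjusted 0.727). The difference of CYCD6;1 was 0.02 after median centring. TMO5 differed by 1.07 in the WOX5:GFP libraries (exact p 0.00909, adjusted 0.182), and WOX5 by 0.77 in the TMO5:3xGFP libraries (exact p 0.0455, adjusted 0.303). No reporter gene passed the adjusted threshold in any population, and the smallest p this design allows is 0.00455. A single test at that p would not pass 0.05 after adjustment over 20 tests. The lack of a call therefore cannot show that no reporter gene differed. TCX2 itself was between 0 and 0.722 FPKM in the 12 libraries, with exact p from 0.277 to 0.473 for the 4 populations.

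**Figure D3:**
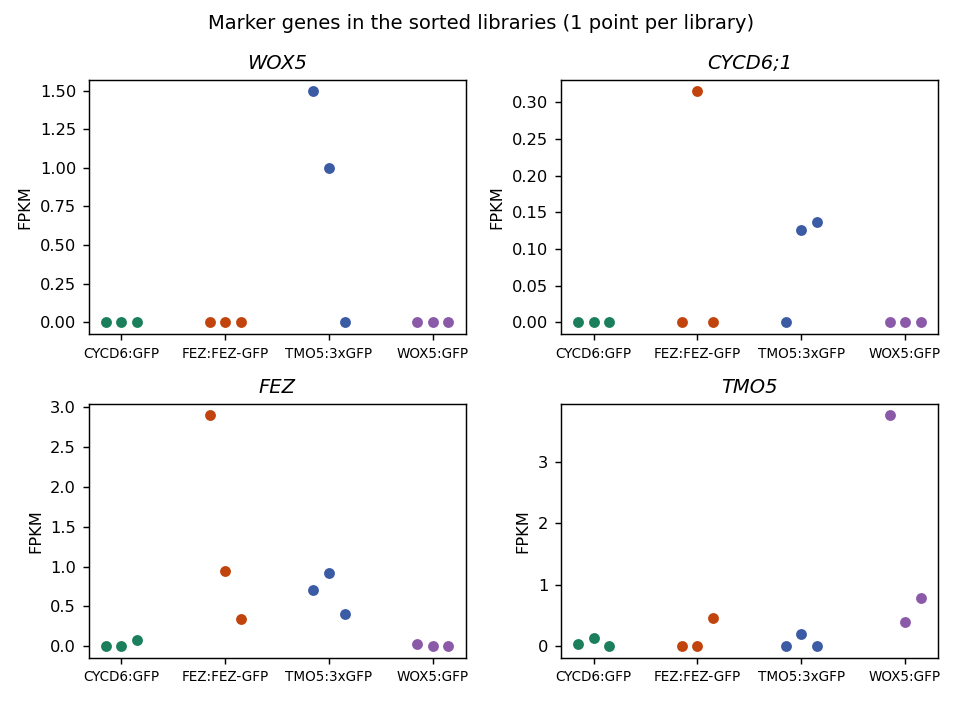
FPKM of the 4 reporter genes in each sorted library, with 1 point per library in 4 populations. WOX5 was at 0 in all WOX5:GFP libraries and reached 1.49 in a TMO5:3xGFP library, while TMO5 reached 3.75 in a WOX5:GFP library.

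CYCB1;1 did not pass the filter. It was at 1.71, 0.257 and 0.579 FPKM in FEZ:FEZ-GFP and between 0 and 0.546 in the 9 other libraries. Of the CXC-domain family, TSO1 and TCX7 were tested and neither was called, and TCX8 was listed at 0 in all 12 libraries. As a set, 11 cyclin and CDK genes were lower in CYCD6:GFP, with a mean log2 difference of -0.49 and 2 of 11 genes higher (limma camera, adjusted p 0.0180), and higher in FEZ:FEZ-GFP, with a mean of 0.51 and 8 of 11 genes higher (adjusted p 0.000474). Without CYCD6:GFP replicate 3 the adjusted p of the former was 0.303. The adjusted camera p was 0.956 in TMO5:3xGFP and 0.502 in WOX5:GFP. As a set, 77 predicted TCX2 targets were lower in CYCD6:GFP, with a mean of -0.34 and 15 of 77 genes higher (camera, adjusted p 0.0287), and higher in FEZ:FEZ-GFP, with a mean of 0.19 and 58 of 77 genes higher (adjusted p 0.0194). The adjusted camera p of the targets was 0.502 in TMO5:3xGFP, with 53 of 77 genes higher, and 0.502 in WOX5:GFP, with 32 higher. The targets were higher in CYCD6:GFP than the other genes without CYCD6:GFP replicate 1 (adjusted p 0.698). Their call in CYCD6:GFP was also lost without FEZ:FEZ-GFP replicate 1 (camera, adjusted p 0.156), TMO5:3xGFP replicate 2 (0.0758), and WOX5:GFP replicates 1 (0.1185) and 3 (0.0845), and that in FEZ:FEZ-GFP without CYCD6:GFP replicate 1 (0.208), FEZ:FEZ-GFP replicate 1 (0.504) or WOX5:GFP replicate 2 (0.192). Of these 4 calls at the preset correlation, the cyclin and CDK calls held under fry (adjusted p 0.0444 for both), and none held at an estimated correlation. With array weights the cyclin and CDK call in FEZ:FEZ-GFP held (camera, adjusted p 0.000823) and the other 3 were lost. Whether a set differed between CYCD6:GFP and FEZ:FEZ-GFP directly was not tested.

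Among single members of the lists, no cyclin or CDK gene was called over all tested genes. When adjusted over the list alone, with no fold threshold in this and the other list counts, 2 were lower in CYCD6:GFP and 5 higher in FEZ:FEZ-GFP. Of the predicted targets, SMB (AT1G79580) was called over all genes. It was higher in TMO5:3xGFP with a log2 difference of 1.43 (limma adjusted p 0.0132) and lower in WOX5:GFP with -1.43 (adjusted p 0.0428). Its differences in FEZ:FEZ-GFP (1.55, limma adjusted p 0.0532) and CYCD6:GFP (-1.55, adjusted p 0.0579) were larger but narrowly missed the threshold. When adjusted over the list alone, 1 target was lower in CYCD6:GFP, 1 higher in FEZ:FEZ-GFP, 1 higher in TMO5:3xGFP and 1 lower in WOX5:GFP. The root cap gene BRN1 (AT1G33280) was higher in TMO5:3xGFP with 1.84 (limma adjusted p 0.00729). Adjusted over the list alone, root cap genes gave 2 higher in TMO5:3xGFP, 2 lower in WOX5:GFP, 1 lower in CYCD6:GFP and 1 higher in FEZ:FEZ-GFP. The xylem gene XCP1 (AT4G35350) was higher in WOX5:GFP with 1.80 (limma adjusted p 0.0328), at 0.755, 3.00 and 8.42 FPKM, and was the single differentiated xylem gene tested; adjusted over the list alone, it also passed as lower in CYCD6:GFP and TMO5:3xGFP, with -0.88 in both, under the fold threshold used over all genes. No root hair gene was called over all genes or adjusted over the list alone.

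Lists of 13 QC and stem cell niche genes and 14 xylem and stele genes, both chosen after the data were seen, were compared between the TMO5:3xGFP and WOX5:GFP libraries. The QC list, without CLE40, which was listed at 0 in all 12 libraries, had a mean log2(FPKM + 1) of 1.87, 2.35 and 1.35 in the TMO5:3xGFP libraries and of 0.61, 0.26 and 0.33 in the WOX5:GFP libraries. The mean of the xylem and stele list was 0.46, 0.58 and 0.40 in the TMO5:3xGFP libraries and 0.92, 0.46 and 0.80 in the WOX5:GFP libraries. The difference between these groups was 1.46 for the QC list (exact two-sided permutation p 0.1 over 20 splits, the smallest this design allows) and -0.25 for the xylem and stele list (exact p 0.2). Neither list can reach a p under 0.05 with 3 libraries against 3.

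**Figure D4:**
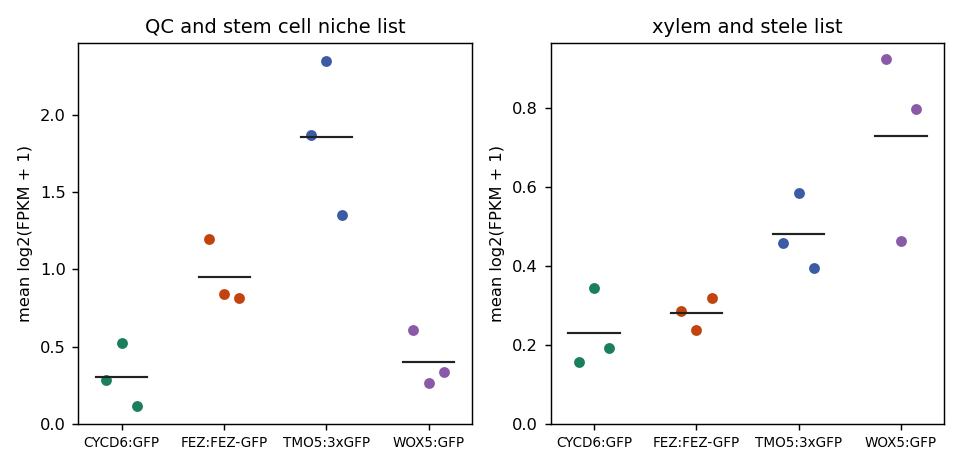
Mean log2(FPKM + 1) of the QC and stem cell niche list and of the xylem and stele list in each of the 12 sorted libraries (points), with the mean of each population (lines). The QC list lay between 1.35 and 2.35 in the TMO5:3xGFP libraries, above all 9 other libraries.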

Values the study reported

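The study reported that 77.8% of the direct targets it predicted for TCX2 were differentially expressed in stem cells of the mutant. For the part of those predictions made in the correct cell type, its text gave 41.5% in the results and 44.5% in the discussion. Among predictions that were both in the correct cell type and signed, it gave 58.3% with the correct sign. Its text also selected 176 genes that were both differentially expressed in mutant root tips and enriched in stem cells. The legend of that gene list gave a slightly different number.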

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

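The correction for GC content and gene length, array weights for the gene sets and 3 definitions of a different gene in root tips were chosen only after the results were seen. The cause of each change below was not tested, except where fewer genes or fewer libraries entered by the construction of the alternative.

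In root tips, no alternative reversed the direction of TCX2, of the target list or of the cyclin and CDK list. The difference of TCX2 was -1.78 at a pseudocount of 0.1 and -0.25 at 5, by the construction of the scale. Genes with separate intervals numbered 31 at a mean FPKM of at least 5, where fewer genes were tested, and 66 without a filter, 65 after centring, 61 after quantile normalization, and 59 with both values within their own intervals. The added definition by a fold over 1.5 without the intervals gave 457, and between 119 and 848 over the pseudocounts, filters and scalings tried with it. Under quantile normalization the median of the targets was -0.13 and that of the cyclin and CDK genes -0.0326.

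In the sorted cells, the overall count of 427 genes was 245 at a pseudocount of 0.1, 174 without a filter, 116 at a mean FPKM of at least 5, 3985 with array weights, and 167 at an adjusted p under 0.01. Enriched genes in FEZ:FEZ-GFP numbered 2 at a pseudocount of 0.1, 14 at 5, 4 without a filter, 7 at a mean FPKM of at least 5, 35 after quantile normalization, 14 with the replicate block, 181 with array weights, 3 when required to be higher than in each other population, and 36 after the GC and length correction. Those in TMO5:3xGFP numbered 192, 131, 267 and 96 under the pseudocounts of 0.1 and 5, no filter and a mean FPKM of at least 5, then 940 with array weights and 42 when required to be higher than in each other population. Those in WOX5:GFP numbered 15, 15, 12 and 8 under the same first 4 settings, then 112 with array weights, 9 when higher than in each other population, and 55 after the GC and length correction. Those in CYCD6:GFP numbered 200 with array weights and 3 after the GC and length correction. In TMO5:3xGFP, 191 of the 446 enriched genes were also called at a pseudocount of 0.1, 371 after median centring, and 377 after quantile normalization. Across all of these settings, lower genes ranged from 0 to 717 in CYCD6:GFP, 0 to 49 in FEZ:FEZ-GFP, 40 to 486 in TMO5:3xGFP and 5 to 119 in WOX5:GFP, each highest with array weights. Stricter filters and the requirement of each other population test fewer genes or add conditions by construction.

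Among the gene sets (adjusted p from limma), the call of lower targets in CYCD6:GFP was lost at a pseudocount of 5 (0.0551), at a mean FPKM of at least 5 (0.0961), under fry (0.671) and at an estimated correlation (0.971), and its direction reversed with array weights (0.353). The call of higher targets in FEZ:FEZ-GFP was lost at a mean FPKM of at least 5 (0.0961), under fry (0.706), at an estimated correlation (0.971) and with array weights (0.133). The cyclin and CDK calls were lost at an estimated correlation, with 0.364 in CYCD6:GFP and 0.211 in FEZ:FEZ-GFP, and that in CYCD6:GFP also with array weights (0.289). The uncalled direction of the cyclin and CDK genes in TMO5:3xGFP reversed at a pseudocount of 0.1 (0.674), under fry (0.671) and after the GC and length correction (0.895), and that of the targets in TMO5:3xGFP with array weights (0.434). The difference of CYCD6;1 in its own population reversed to 0.0208 after median centring. The difference of FEZ in its own population was 0.86 both in the permutation test and in limma without a filter. Its exact permutation p was 0.0273 unadjusted and 0.273 after adjustment over 20 tests. The limma p without a filter, adjusted over all genes, was 0.731. The unadjusted permutation p and the adjusted limma p are not alike, so they cannot show that the methods disagree. Neither adjusted p gave a call.

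Across the 12 fits that each left out 1 sorted library, the overall count ranged from 166 to 475, and enriched genes from 0 to 1 in CYCD6:GFP, 3 to 32 in FEZ:FEZ-GFP, 69 to 612 in TMO5:3xGFP and 13 to 44 in WOX5:GFP. The lowest values came without TMO5:3xGFP replicate 2 for the overall count and for TMO5:3xGFP, without FEZ:FEZ-GFP replicate 1 for FEZ:FEZ-GFP, and without WOX5:GFP replicate 3 for WOX5:GFP. The adjusted p (limma camera) of the cyclin and CDK genes ranged from 0.00254 to 0.303 in CYCD6:GFP, 0.000129 to 0.0294 in FEZ:FEZ-GFP, 0.614 to 0.975 in TMO5:3xGFP and 0.182 to 0.921 in WOX5:GFP. That of the targets ranged from 0.000129 to 0.698 in CYCD6:GFP, 0.00145 to 0.504 in FEZ:FEZ-GFP, 0.211 to 0.947 in TMO5:3xGFP and 0.0224 to 0.923 in WOX5:GFP. The highest value in CYCD6:GFP, without its replicate 1, was a reversal, and the lowest in WOX5:GFP came without its replicate 1. Reversals of uncalled sets also occurred for the cyclin and CDK genes in TMO5:3xGFP (0.938, 0.923, 0.894, 0.790, 0.934 and 0.921), for the targets in TMO5:3xGFP (0.938, 0.934 and 0.947) and for the targets in WOX5:GFP (0.0571). The difference of FEZ in its own population ranged from 0.44, without FEZ:FEZ-GFP replicate 1, to 1.203.

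For 31 other results, 303 of 376 values under alternatives were labelled the same, 45 weaker, 16 stronger, 12 moved and 0 reversed. Counts were the same within 1.5-fold and root tip medians within the SD of their random lists. Single genes in sorted cells were the same if they kept their direction and side of the threshold. Counts and root tip medians could not be labelled reversed. The median of the differentiated xylem list in root tips did change sign. It went from -0.05 to 0.01 at a mean FPKM of at least 5, where 2 genes were left. Not run were the planned limma, camera, fry, block, array weight and leave-one-out alternatives in root tips, which need replicate values, the cyclin and CDK sets, the reporter genes, and AT4G35030 and DIR6 at a mean FPKM of at least 5, which they did not reach, and the requirement of each other population for the overall test. With depth unknown, values of 0 in the sorted libraries, which include most values of the reporter genes, limit any statement on absence.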

Other observations

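All tests in this part were chosen only after the result they bear on was seen. The evening clock list was also chosen after CCA1 and LHY had been seen to be lower, but before any value of its own genes was examined, and the suberin list after suberin genes had been seen to be lower. Counts over splits refer to 100 splits of the 12 sorted libraries into 4 groups of 3, drawn at random with the real split included.

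Genes that mark the QC and stem cell niche were highest in the libraries labelled TMO5:3xGFP, and xylem genes had their highest group mean in those labelled WOX5:GFP. Over all tested genes, PLT1, PLT2, PLT3, BBM and PIN4 were enriched in the TMO5:3xGFP libraries, with log2 differences of 2.03, 2.05, 2.80, 1.75 and 2.40 (limma adjusted p 0.00372, 0.00173, 0.000691, 0.0219 and 0.00278). SHR, a stele gene, was at 3.50, 0.848 and 1.14 FPKM in the WOX5:GFP libraries and at 0.292, 0.309 and 0.760 in the TMO5:3xGFP libraries. In TMO5:3xGFP minus WOX5:GFP libraries, 12 of 12 detected QC and stem cell niche genes were higher, with a mean of 1.46 at percentile 100 of 10000 matched lists. The 14 xylem and stele genes had a mean of -0.25 at percentile 0.05, with 9 lower, the 5 differentiated xylem genes a mean of -0.66 at percentile 0.0, and the 3 root cap genes a mean of 1.84 at percentile 99.98. A smaller number of genes detected in the WOX5:GFP libraries is argued against by both lists, since genes of the same level did not shift as far as the QC list and the xylem and stele list shifted the opposite way. A candidate explanation is that the labels of these 2 groups were interchanged. Under it, the QC list minus the xylem and stele list would be higher in all 3 TMO5:3xGFP libraries than in all 3 WOX5:GFP libraries, and it was, at 0.957 to 1.77 against -0.462 to -0.199, a difference of 1.71 (exact two-sided permutation p 0.1 over 20 splits, the smallest this design allows). The lists were written after these values had drawn attention to the groups, although they were chosen by known function. The xylem and stele list alone did not separate the groups, at 0.46 in WOX5:GFP replicate 2 and 0.58 in TMO5:3xGFP replicate 2. Its lowest TMO5:3xGFP mean, 0.40, lay above its highest mean in the CYCD6:GFP and FEZ:FEZ-GFP libraries, 0.34. An interchange of labels does not by itself predict these levels or the root cap values. All QC list genes but CLE40, listed at 0 throughout, were above 0 in at least 1 TMO5:3xGFP library. Biological explanations stay open and untested, and the paper reports that the reporters mark wider regions in the mutant. A mutant population with a QC or root cap character among TMO5:3xGFP cells would give similar QC and root cap values. Such a population would not by itself raise xylem genes in the WOX5:GFP libraries. There the differentiated xylem list, most of whose genes did not pass the filter, had means of 0.42, 0.53 and 1.48. Its highest mean in the CYCD6:GFP and FEZ:FEZ-GFP libraries was 0.33. Results for these groups are given under the labels as deposited.

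The other lists were compared between the same 2 groups. They stood at percentile 99.08 for predicted targets (0.23), 41.7 for cyclin and CDK genes (0.14), 82.3 for root hair genes (0.36), 49.7 for differentiated endodermis (0.09), 71.2 for the CXC-domain family (0.28), 49.1 for reporter genes (0.13), 82.4 for suberin genes (0.19) and 64.8 for evening clock genes (0.25).

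More genes were enriched in the libraries labelled TMO5:3xGFP than in any other population. A larger number of detected genes in these libraries is argued against as the whole cause by the 6263 tested genes above 0 in all 12 libraries, of which 2.73% were enriched in TMO5:3xGFP against 0.096% in FEZ:FEZ-GFP, 0.208% in WOX5:GFP and 0.0% in CYCD6:GFP. Of the 446 genes enriched in TMO5:3xGFP, 275 were at 0 in at least 1 library of another population, and for these detection stays open as a cause. The scale of the FPKM values is argued against by the 395 genes that were enriched after median centring, and bias by GC content or gene length by the 369 genes enriched after its correction. The number still depended on replicate 2, without which 69 genes were enriched. A biological difference between the populations stays open and untested.

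Random splits placed these counts. For the overall test, 1 split, the real one, gave as many genes, and the highest count of any other split was 75. For enriched genes, as many were found in 100 splits for CYCD6:GFP, where the count was 0, in 2 splits for FEZ:FEZ-GFP, 1 for TMO5:3xGFP and 3 for WOX5:GFP, with highest other counts of 97 for FEZ:FEZ-GFP, 37 for TMO5:3xGFP and 307 for WOX5:GFP. For lower genes, as many were found in 1 split for CYCD6:GFP, 10 for FEZ:FEZ-GFP, 1 for TMO5:3xGFP and 2 for WOX5:GFP. These numbers compare each population with the group that took its place. In any of the 4 groups, 8 of the 99 other splits gave as many enriched genes as FEZ:FEZ-GFP, 6 as WOX5:GFP and 0 as TMO5:3xGFP, and 3 gave as many lower genes as CYCD6:GFP, 19 as FEZ:FEZ-GFP, 2 as WOX5:GFP and 0 as TMO5:3xGFP. For the cyclin and CDK set, a camera p as small was found in 12 splits for CYCD6:GFP, 1 for FEZ:FEZ-GFP, 97 for TMO5:3xGFP and 54 for WOX5:GFP. For the target set, the numbers were 48 for CYCD6:GFP, 45 for FEZ:FEZ-GFP, 89 for TMO5:3xGFP and 93 for WOX5:GFP. The median camera p of the target set over splits lay between 0.00246 and 0.0184, so that the preset correlation of 0.01 called this list often in regrouped libraries. In any of the 4 groups, a camera p as small as that of the cyclin and CDK set was found in 34 of the 99 other splits for CYCD6:GFP and 2 for FEZ:FEZ-GFP, and one as small as that of the targets in 93 for CYCD6:GFP and 89 for FEZ:FEZ-GFP. Over any group, all 4 set calls and all counts by population except those of TMO5:3xGFP were therefore of a size that at least 2 regroupings also gave. A regrouping can keep part of a real population together and so carry its differences. These numbers therefore do not show what groups without any real difference would give.

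Root hair genes were present in all 12 sorted libraries, with no value at 0, although none of the reporters marks root hairs. PRP3 ranged from 9.758 to 75 FPKM, LRX1 from 3.41 to 20.8 and EXPA18 from 1.37 to 10.4. As a share of their FPKM in WT root tips, a table normalized separately, the 6 genes had a median of 2.04%, with library medians from 0.822% to 3.97%, against 2.97% for all 2970 genes with at least 50 FPKM in WT root tips. Free RNA in proportion to its level in whole root tips is argued against by the 6 genes of differentiated endodermis, which were as abundant there, at 61.1 to 692 FPKM. Of their values in the sorted libraries 56 of 72 were at 0, and their highest library median was 0.0518% of the root tip level. The paper allows shorter tips for sorting than for whole root tips, and the former were digested with enzymes. Whether differentiated endodermis was present and released RNA there is not known. Free RNA from the cells that were digested therefore cannot be excluded. RNA or cells from root hairs or young epidermis alone stay open, as does expression in the sorted cells, and no test here separates them.

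In root tips, the 56 lower genes against 7 higher ones were not explained by the scale of the FPKM values alone, since 85.2% were lower (52 against 9) after quantile normalization, which moved the log2 ratio of genes by a median of 0.03 in either direction. Median centring hardly moved the values and is no test of this. For genes with a fold over 1.5, quantile normalization brought the lower share from 69.8% to 62.6%, so the scale may contribute to that split. Sequence carried from another line around the TCX2 insertion is argued against as the whole cause, since 3 of the 62 other genes lay within 2 Mb of TCX2, where the share of tested genes gives 2.16. Among these genes, chosen after their values were seen, were the iron uptake genes IRT1 (45.3 FPKM in WT and 22.6 in tcx2) and FRO2 (15.3 and 8.33). The numbers of replicates behind each value and their spread are not known from the table, so a difference between batches of seedlings or libraries could account for these genes and was not testable.

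The morning clock genes CCA1 (4.75 FPKM in WT and 1.69 in tcx2) and LHY (6.12 and 3.16) were both among the 56 lower genes. If tcx2 root tips had been taken at a later time of day, evening clock genes would be higher. All 7 evening clock genes that passed the filter were higher in tcx2, with a median log2 ratio of 0.17 at percentile 99.08 of matched lists, and 98.9 to 99.5 over the alternatives. A difference in sampling time may therefore contribute to the root tip comparison, as may a biological effect of the mutation on the clock, which was not tested.

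The 6 root hair genes were higher in tcx2 root tips, with a median of 0.32. More mature tissue in the tcx2 sections cannot be told apart from an effect on root hair genes, because the lists that mark mature root went different ways. The 6 differentiated endodermis genes were all higher, with a median of 0.13 at percentile 93.3, while the 6 suberin genes that passed the filter, 1 of which was higher, had a median of -0.48 at percentile 0.03. At a mean FPKM of at least 5 the 2 suberin genes left had a median of -0.04 at percentile 20.5. They went opposite ways, with log2 ratios of -0.34 for ASFT and 0.26 for KCS20. Whether the suberin shift rests on genes of low level therefore cannot be told from them. A biological effect of the mutation on root hair genes stays open and untested.

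The predicted TCX2 targets were lower in tcx2 root tips by a small amount. Of the 87 tested targets, 43 were ribosomal protein genes, with a median of -0.09 at percentile 0.0. The 281 ribosomal protein genes outside the target list had the same median of -0.09, also at percentile 0.0, so the shift of these genes was shared by genes that were not predicted targets. Ribosomal protein genes as a group are argued against as the whole cause, since the 44 other targets had a median of -0.11, with 11 higher, at percentile 0.0. A smaller share of dividing tissue in the tcx2 sections cannot be told apart from an effect on the targets, because the 29 cyclin and CDK genes, with a median of -0.08 at percentile 10.8, lay neither below the middle 95% of matched lists nor at their middle. Depletion of TCX2 acting on its targets stays open and untested.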
